A study of Caenorhabditis elegans with 12 samples. Its data were reported in "An AT-hook transcription factor promotes transcription of histone, spliced-leader, and piRNA clusters" (2025).

How the data were processed

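The data were 12 small RNA sequencing libraries from whole adult C. elegans, in 7 groups. For 10 libraries the RNA was treated with the polyphosphatase PIR-1, which lets small RNAs with a 5′ monophosphate or triphosphate be cloned alike. The other 2 libraries were treated with a phosphatase and then a pyrophosphatase (CIP-TAP), which enriches capped small RNAs (csRNAs), the short transcripts that include piRNA precursors. The depletion experiment compared animals in which ATTF-6 carried a degron with animals that lacked the degron. Both strains expressed the TIR1 protein from a mex-5 promoter, which the paper describes as specific to the germ line. Both were moved to plates with 4 mM auxin, which triggers degradation of degron-tagged proteins. It has 2 PIR-1 libraries per group and 1 CIP-TAP library per group. The deletion experiment compared 2 strains that each lack an ATTF-6 binding site on chromosome IV (ΔPeak1 and ΔPeak2) with the parent strain, with 2 PIR-1 libraries per group. All animals were grown at 20 °C.

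The authors trimmed the reads, aligned them to the WormBase genome with Bowtie without mismatches, and assigned them to features by position, strand and first base. The deposited estimated counts are reads per feature, and some are fractions. At piRNA loci the authors kept only reads with a single genomic place on the sense strand. How a read was treated that fell on overlapping features was not stated. Between 84.9% and 89.6% of the values above 0 in a library were whole numbers. The deposited tables also hold a normalised signal, which the authors made by dividing each count by 1 constant per library and multiplying by a fixed factor. The authors describe it as the number of reads that mapped. It is called the denominator here and was recovered from the ratio of both columns. It ran from 3992305 to 7857706 reads in the PIR-1 libraries and was 5040530 and 3804460 in the control and depleted CIP-TAP libraries. The counts of a PIR-1 library summed to between 3.87 and 4.06 times its denominator, and those of the CIP-TAP libraries to 2.35 and 1.67 times. Had each mapped read been counted once, the counts could not exceed such a total, so which reads entered the denominator was not settled from the tables. The normalised counts below are comparable between libraries only as far as this constant is, and a percentage of the denominator is not a share of all counted reads. The class of each feature (type I or type II piRNA, csRNA, miRNA, siRNA and others) and the names WAGO, CSR, PRG1, ALG and ERGO attached to siRNA target genes were used as the tables give them. The tables do not define how these were assigned.

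Summed counts per PIR-1 library ran from 15454564 to 31931330, and those of the control and depleted CIP-TAP libraries were 11832193 and 6352629. A feature was taken as at the floor where all libraries of a group held 3 counts or fewer, which corresponds to a normalised count of 0.382 to 0.789 depending on the library. Intervals and floors cover counting error alone, since PCR copies were not removed with molecular identifiers. Where a group was at the floor, the fold change is given as a bound computed from 3 counts.

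Coordinates come from the Ensembl annotation of WBcel235, release 115, joined by gene identifier. All 13458 type I piRNA loci matched, each 21 nt long, as did 19080 of the 19083 siRNA target genes. The 5613 type II entries have no coordinates in it. The labels give the deletion coordinates without naming a build. They were read as WBcel235, and reads of a gene that overlaps one of the deleted intervals are reported as a check.

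Class abundance is the sum of normalised counts over the class in each library. It is given as mean ± SD, the log2 ratio of the group means and an exact two-sided permutation test of the library values. With 2 libraries against 2 this test cannot give a p-value below 0.333. The CIP-TAP libraries were not replicated, so no test was made on them and Wilson intervals at 95% confidence are given instead. Single features were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test) on rounded counts, with the authors' denominator as library size and no other scaling. The SE given with a log2 fold change does not come from this fit. It was computed from the spread between libraries of the log2 normalised counts, with 0.5 added. Features with a mean normalised count of at least 0.5 over the libraries of the fit were kept. P-values were adjusted with the Benjamini-Hochberg method over all kept features, at a threshold of 0.05. The depletion fit held its 4 PIR-1 libraries, and the deletion fit held all 6 libraries of that experiment. Sets of features were tested with camera from limma 3.58.1, with fry, which tests a set against no change, as the alternative. Camera with an estimated correlation between members was added after the data had been seen. For sets, the median log2 fold change of the members is given. Summaries were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

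The fits were tested on simulated counts in which 200 features were changed 4-fold. The depletion design recovered 184 of them, or 92%, among 33715 features, and 4.66% of its calls were false. The ΔPeak1 and ΔPeak2 designs recovered 177 and 178 among 31462 features, with 3.28% and 3.78% false calls. No simulated change was called in the wrong direction (0 in each design). These rates do not cover changes at less abundant loci. Nor do they cover data in which most features change, as in the depletion fit, where 67.3% of features were called.

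The tests, the groups, most alternatives and the rule for naming features were fixed before the data were examined. The rule names, in each comparison, the 3 piRNA loci with the largest change past the threshold, a mean normalised count of at least 10 in the higher group and no overlap between the groups. It names likewise 3 lower and 3 higher miRNAs and siRNA target genes. It also names piRNAs and a miRNA that the study measured one by one, attf-6, and any feature that overlaps a deleted interval. That miRNA, mir-52, has no entry in the tables and was left out. The alternatives were TMM scaling, DESeq2 1.42.0 with its size factors, no filter, a stricter filter at a mean normalised count of 2, adjustment within a class, a fit over all 10 PIR-1 libraries, normalisation to miRNA reads, windows of 2 and 50 kb, a replicate block, and leaving out each library in turn. Per-locus fits scaled to miRNA reads, removal of single type II entries, csRNA values per summed counts, and every alternative for single named features and for the siRNAs and miRNAs of the deletion strains were added after the data had been seen. Reads that were not assigned to a feature were not examined.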

Results

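Small RNAs were sequenced from adults depleted of the DNA-binding protein ATTF-6 and from their controls, and from strains that lack single ATTF-6 binding sites and their controls. piRNAs are small RNAs bound by the Piwi protein PRG-1. In the class names of the deposited tables, type I piRNA loci lie mostly in a pair of chromosome IV clusters, and type II loci have no positions in the annotation used here. The depletion experiment has 2 control and 2 depleted PIR-1 libraries, and 1 CIP-TAP library of each kind. Summed counts were 31931330 and 18020004 in the control PIR-1 libraries and 18862518 and 16190497 in the depleted ones. They were 11832193 in the control and 6352629 in the depleted CIP-TAP library. The deletion experiment has 2 control libraries with 19949905 and 15454564 counts, 2 ΔPeak1 libraries with 18446391 and 18507811, and 2 ΔPeak2 libraries with 17588805 and 18107965. The most abundant feature of each PIR-1 library was miR-58a-3p, with 19.4% to 27.8% of the counts. Log2 values of replicate libraries correlated across features with Pearson's r of 0.967 to 0.983, where features are not independent replicates.

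The libraries do not measure the ATTF-6 protein, which is what the degron removes, so depletion itself cannot be read from them. siRNAs antisense to attf-6 (WBGene00012474, chromosome I, 12787943 to 12806581 of WBcel235, minus strand) were present in each library. Their normalised counts were 218 and 212 in the controls and 108 and 75.8 in the depleted libraries. The edgeR log2 fold change was -1.23 ± 0.25 (SE, adjusted p 2.43e-06). Under TMM scaling the change was -0.11. The siRNA values were 212 and 218 in the controls of the deletion experiment, 200 and 198 in ΔPeak1, and 213 and 184 in ΔPeak2. The 26G siRNAs of attf-6, a separate class of longer small RNAs, fell from 5.68 ± 1.19 to 2.55 ± 2.24 (SD, n = 2, edgeR adjusted p 0.0222). TMM scaling gave a log2 fold change of 0.04 for these.

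The first comparison asks how the piRNA classes respond to the loss of ATTF-6. The summed normalised count of type I piRNAs was 358096 ± 44567 (SD, n = 2) in the controls and 12227 ± 940 in the depleted animals. This was 29.3-fold lower, a log2 ratio of -4.87. The depleted libraries held 11562 and 12892, both far under the control values of 326582 and 389609. The exact permutation p was 0.333, the smallest that 2 against 2 libraries can give, and it had the same value for type II piRNAs, miRNAs and siRNAs. The alternative that moved the type I value most was normalisation to miRNA reads, which gave a log2 ratio of -5.08. Type II piRNAs went from 21629 ± 139 to 34357 ± 3347 (SD, n = 2), which is 1.59-fold higher. miRNAs went from 1814035 ± 12620 to 2100693 ± 133597 (SD, n = 2), 1.16-fold higher, and siRNAs from 941052 ± 80941 to 623689 ± 111467 (SD, n = 2), 1.51-fold lower. In each of these 4 classes the control and depleted libraries did not overlap.

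**Figure D1:**
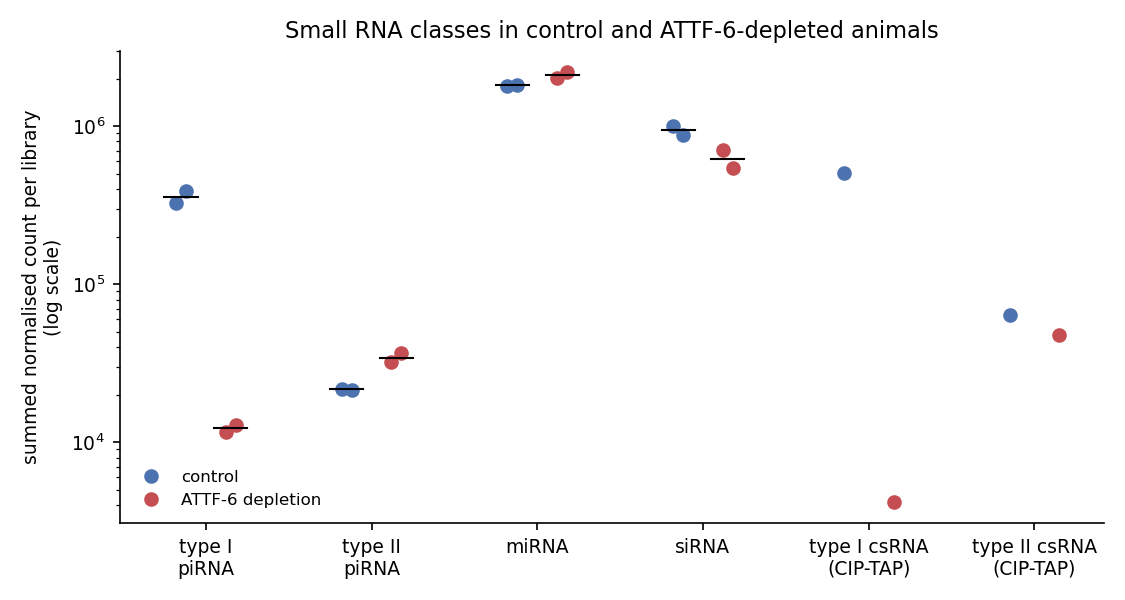
Summed normalised count of each small RNA class per library (log axis), for controls (blue) and ATTF-6-depleted animals (red), with the mean of 2 PIR-1 libraries as a line and single CIP-TAP libraries without one. Type I piRNAs lie at 326582 and 389609 in the controls and at 11562 and 12892 after depletion.

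A large part of the type II total came from a pair of entries. The let-7a entry of the type II set held 13403 ± 1809 in the controls and 18370 ± 2054 in the depleted animals (SD, n = 2). In the 10 PIR-1 libraries it held between 0.993 and 0.997 times the normalised count of the let-7 miRNA entry. The 21ur.type2-1 entry held 6061 ± 1288 and 6740 ± 417 (SD, n = 2), with overlapping libraries. The type II loci other than these summed to 2166 ± 383 in the controls and 9246 ± 877 after depletion (SD, n = 2), which is 4.27-fold higher. Normalisation to miRNA reads gave a log2 ratio of 0.45 for the whole class. Without both entries the log2 ratio was 2.09 with the authors' denominator and 1.88 relative to miRNA reads.

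**Figure D2:**
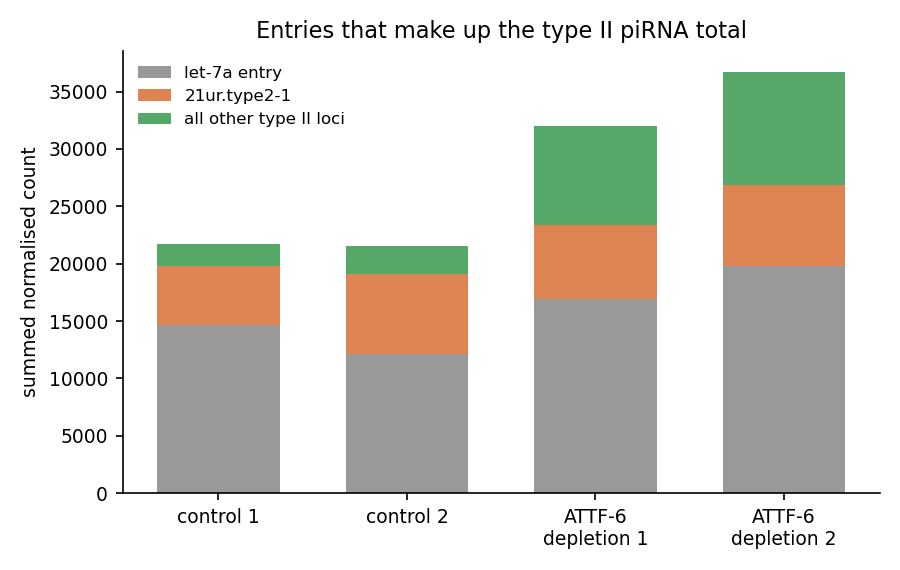
Normalised count of the type II piRNA class in the control and depleted PIR-1 libraries, split into the let-7a entry, the 21ur.type2-1 entry and all remaining loci. The remaining loci summed to 1895 and 2437 in the controls and to 8626 and 9866 after depletion.

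Locus by locus, 8250 of the 8461 type I loci tested were lower after depletion and 12 were higher (edgeR, adjusted p under 0.05). With DESeq2, 5912 were lower. The median log2 fold change was -4.85. In the depleted libraries 4955 of them, or 58.6%, were at the floor, and with those at their bound the median was -3.33. Of the type II loci tested, 1350 of 1703 were higher and 104 were lower, with a median of 2.98. In the controls 930 of these were at the floor, and the median with bounds was 1.93. The stricter filter moved these counts most, to 5 type I loci higher, 566 type II loci higher and 31 type II loci lower. The piRNAs picked by the naming rule were at or near 0 after depletion. 21ur-3270 had a normalised count of 77.0 ± 15.4 in the controls and 0 in both depleted libraries, at least 114-fold lower (edgeR adjusted p 8.27e-61). 21ur-6392 (46.6 in the controls) was at least 69.3-fold lower and 21ur-5821 (37.0) at least 54.9-fold lower. The counts of 21ur-5821 included fractions, so they are less certain. The 6 piRNAs fixed in advance because each had been assayed on its own were all lower, both over all features and adjusted over the list alone (6 of 6). Their edgeR log2 fold changes were -4.18 for 21ur-1496, -5.59 for 21ur-3442, -5.65 for 21ur-4606, -6.21 for 21ur-5665, -3.21 for 21ur-1769 and -6.05 for 21ur-2675, the last with fractional counts.

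The fall was not alike at all positions. On chromosome IV, cluster I (2472 loci between 4767704 and 7431588) fell from 26416 ± 3058 to 1174 ± 116, which is 22.5-fold. Cluster II (10511 loci between 13543927 and 17489571) fell from 331271 ± 41469 to 10820 ± 819, which is 30.6-fold (SD, n = 2 each). The log2 fold change was 0.44 higher in cluster I than in cluster II. The difference was 0.41 and 0.48 between libraries of equal number, and between 0.42 and 0.47 in the fits that left out 1 library each. With bounds, the median over tested loci was -2.79 in cluster I and -3.46 in cluster II. After depletion 63.6% and 57.8% of these loci were at the floor, where the bound depends on control abundance alone. These medians therefore cannot compare the fall between the clusters. The chromosome IV loci outside both clusters fell from 320 ± 36.4 to 106 ± 2.10, which is 3.02-fold, with 30 of 56 tested loci lower and 3 higher. The type I loci on other chromosomes went from 88.3 ± 3.55 to 127 ± 2.85 (SD, n = 2). Their mean sum rose on chromosomes I (5.61 to 15.6), II (14.5 to 17.8) and III (15.8 to 60.6). It fell on V (31.6 to 19.8) and X (20.7 to 12.9). Off chromosome IV, 8 of 38 tested loci were lower and 9 were higher, and the median log2 fold change with bounds was -0.02. The 12 type I loci called higher comprised these 9 and 3 on chromosome IV, with 0 in the clusters. In the clusters, 0 of the 1379 and 0 of the 6988 tested loci were called higher. 21ur-10581 (chromosome III, 7190029 to 7190049) and 21ur-9572 (chromosome III, 10807482 to 10807502), chosen after their values were seen, had edgeR log2 fold changes of 2.91 ± 0.34 and 3.31 ± 0.22 (SE). 21ur-13306 (chromosome V, 9940564 to 9940584), chosen likewise, had -1.10 ± 0.17.

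**Figure D3:**
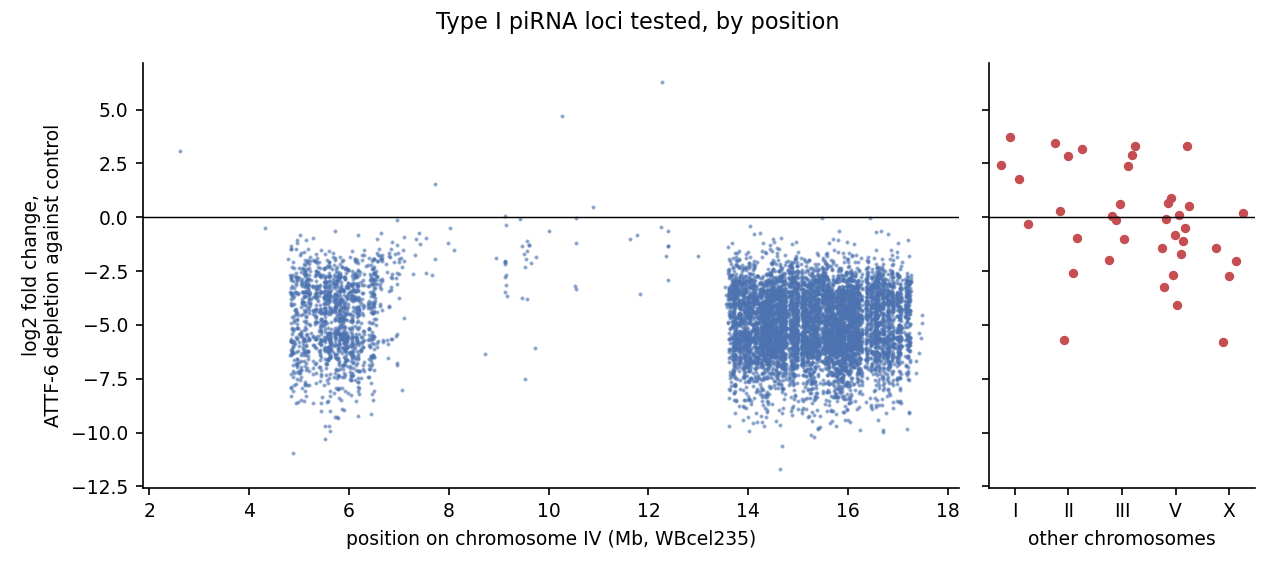
Log2 fold change of each tested type I piRNA locus after ATTF-6 depletion, by position on chromosome IV (Mb) and, at right, on the other chromosomes. The median was -4.43 in cluster I, -4.94 in cluster II and -0.12 off chromosome IV, as fitted values that are not bounded for loci at the floor.

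Capped small RNAs at piRNA loci, which include piRNA precursors, were compared between 1 control and 1 depleted CIP-TAP library, without a replicate check. Type I csRNAs had a normalised count of 505516 in the control and 4205 in the depleted library, 120-fold lower. These correspond to 50.6% (50.5% to 50.6%) and 0.421% (0.414% to 0.427%) of the authors' denominator, with Wilson 95% intervals, and to a range of 118- to 122-fold from counting error. Per summed counts the fold was 85.5. Cluster I csRNAs were 41.3-fold lower and cluster II csRNAs 177-fold lower. Type II csRNAs had 63922 and 47477, 1.35-fold lower, but per summed counts the log2 ratio was 0.06, so its direction depended on the denominator. The PIR-1 libraries also hold csRNA entries. There, type I csRNAs fell from 4143 ± 389 to 637 ± 31.3, which is 6.50-fold, and type II csRNAs went from 2226 ± 213 to 1914 ± 206 (SD, n = 2).

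Most features fell after depletion when scaled to the authors' denominator, with a median log2 fold change of -1.39 over all 33715 features tested. The median was -0.28 under TMM scaling and -1.59 when scaled to miRNA reads. Of all calls, 18.9% were higher, against 44.1% under TMM scaling and 42.7% with DESeq2. Changes of siRNAs and miRNAs are therefore relative to the scaling. The paper also reports an atrophied germ line after this depletion. In whole animals such changes may follow from altered tissue, which was not tested. Of 12778 siRNA target genes tested, 7150 were lower and 1377 higher (edgeR, adjusted p under 0.05). Higher calls made up 16.1% of them, against 48.1% under TMM scaling. The median was -1.17, or -1.04 with bounds. Genes named CSR in the tables had a median of -1.78 (3964 genes, 91.8% lower) and WAGO genes one of -1.45 (2520 genes). The share of CSR genes called lower was 58.1% under TMM scaling and 93.2% when scaled to miRNA reads. Genes named ALG had a median of 0.39 (1052 genes). Under TMM scaling these medians were -0.66, -0.34 and 1.52, and scaled to miRNA reads they were -1.98, -1.65 and 0.19. Genes named ERGO had a median of -0.07 (37 genes), which was 1.07 under TMM scaling. Sums weigh abundant genes more, and those of ERGO, ALG and WAGO genes differed from these medians. Summed normalised counts of ERGO genes were 17751 ± 1832 in the controls and 24997 ± 2532 after depletion (mean ± SD, n = 2), 1.41-fold higher without overlap between the groups (exact permutation p 0.333, the smallest possible). The log2 ratio of the sums was -0.13 for ALG genes, where the libraries overlapped, -0.37 for WAGO genes and, close to their median, -1.75 for CSR genes. The siRNA target genes picked by the naming rule for their falls were oac-60 (chromosome V), at least 65.1-fold lower, Y105C5B.14 (chromosome IV), at least 23.3-fold lower, and H01M10.1 (chromosome X), at least 22.3-fold lower. Those picked for their rises were Y43F8B.1 (chromosome V), at least 46.5-fold higher, F28E10.4 (chromosome IV), at least 41.3-fold higher, and Y76B12C.4 (chromosome IV), with an edgeR log2 fold change of 6.91 ± 0.19 (SE).

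Of 234 miRNAs tested, 45 were lower and 54 were higher (edgeR, adjusted p under 0.05). Higher calls made up 54.5%, against 88.9% of 190 calls under TMM scaling and 34.6% when scaled to miRNA reads. By the naming rule, the falls to report were those of miR-8202-5p (68.5-fold lower, from 59.0 ± 12.9 to 0.862 ± 0.534, SD, n = 2), miR-78-3p (51.96-fold, with fractional counts) and miR-798-3p (32.1-fold). The rises were those of miR-239b-3p (log2 fold change 2.60), miR-2214-3p (2.33) and miR-5549-3p (2.15, with fractional counts). The 7 members of the run miR-35-3p to miR-41-3p, chosen after their values were seen, had a median of -2.63, from -3.66 to -2.14. All 7 were called lower as reported, under TMM scaling (median -1.51) and when scaled to miRNA reads (median -2.83).

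Histone genes are a target class of ATTF-6 in the study, and siRNAs against 24 of them passed the filter. Their median log2 fold change was 0.08, with 12 members lower and 12 higher. The set was not past the threshold with camera, which compares it with all features (median -1.39, p 0.0527, edgeR fit). Nor was it with fry, which asks whether its members changed at all (p 0.295). Camera put it past the threshold, as high, under TMM scaling (p 0.0197), scaled to miRNA reads (p 0.0461) and with a replicate block (p 0.0499). With an estimated correlation these p-values were 0.433, 0.619 and 0.410. The other filters and the fit over all 10 libraries left it short (camera p 0.0595 to 0.115). Of the members, 9 were called lower and 5 higher, and adjusted over the list alone 9 were lower and 4 higher. Without depleted replicate 1 the median was -0.29, and without control replicate 1 it was 0.30. The direction of this median was not settled.

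The other comparison asks whether 2 ATTF-6 binding sites act on piRNA loci from a distance. ΔPeak1 lacks 183 nt (chromosome IV, 13709294 to 13709476) and ΔPeak2 lacks 594 nt (chromosome IV, 14387943 to 14388536). The ΔPeak1 interval overlaps the noncoding RNA gene F52D4.1 (WBGene00045391, 13709270 to 13709428, plus strand), of which it takes 135 of 159 nt. The ΔPeak2 interval overlaps no annotated gene (0 found). The nearest piRNA loci are 21ur-370, 46 nt from the ΔPeak1 interval, and 21ur-1593, 98 nt from the ΔPeak2 interval. Small RNA reads of F52D4.1 had normalised counts of 24.4 and 30.7 in the controls, 5.51 and 6.45 in ΔPeak1, and 24.6 and 19.2 in ΔPeak2. The log2 fold change in ΔPeak1 was -2.20 ± 0.19 (SE, edgeR adjusted p 0.00604), with fractional counts. In the depletion experiment the same gene had 37.8 and 74.0 in the controls and 9.81 and 13.7 after depletion (edgeR adjusted p 2.88e-14).

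Type I piRNAs summed to 401171 ± 37631 in the deletion controls, 369630 ± 50341 in ΔPeak1 and 345781 ± 35412 in ΔPeak2 (SD, n = 2). The log2 ratios were -0.12 (exact permutation p 0.667) and -0.21 (exact permutation p 0.333). The ΔPeak1 difference was smaller than the spread between replicates, and without ΔPeak1 replicate 2 its log2 ratio was 0.01. For ΔPeak2, leaving out 1 library in turn gave log2 ratios of -0.32 to -0.11, and normalisation to miRNA reads gave -0.40. Of 9489 piRNA loci tested, 0 passed the threshold in ΔPeak1, with 575 at an unadjusted p under 0.05. In ΔPeak2 12 were called, all lower, with 1260 at an unadjusted p under 0.05. That count moved most without a filter, to 325, and it was 162 when scaled to miRNA reads and 3 under TMM scaling. It was 1 with a replicate block and 0 with adjustment within a class. The median of all 31462 features in ΔPeak2 was -0.14, or -0.02 under TMM scaling and -0.32 when scaled to miRNA reads. The 3 piRNAs picked by the naming rule were 21ur-2883 (log2 fold change -1.43, edgeR adjusted p 0.0469, with fractional counts), 21ur-1120 (-1.18, 0.0309) and 21ur-2199 (-1.14, 0.0359). Under TMM scaling 21ur-2883 and 21ur-1120 did not pass, and with a replicate block none of the 3 did. Of the 6 piRNAs fixed in advance, 0 passed in either strain, both over all features and adjusted over the list alone, with 0 at an unadjusted p under 0.05 in ΔPeak1 and 1 in ΔPeak2.

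Within 5 kb of the midpoint of the ΔPeak1 interval, 42 piRNA loci were tested, 27 lower and 15 higher, with a median log2 fold change of -0.31 (camera p 0.0760, fry p 0.472, edgeR fit). The median was -0.77 without ΔPeak1 replicate 1 and 0.04 without ΔPeak1 replicate 2, so single libraries decided it. Within 5 kb of the ΔPeak2 interval 29 loci were tested, 20 higher and 9 lower, with a median of 0.12. This was high relative to all features with camera (p 0.00371), which presets the correlation between members, but not when camera estimated that correlation (p 0.423), an alternative chosen after the values were seen. Against no change, fry gave a p of 0.729. Scaled to miRNA reads, which moves all features alike, the median was -0.07 and that of all features -0.32, and the set stayed high relative to them with the preset correlation (camera p 0.0132). Adjusted over the list alone, 0 loci passed in either strain, as over all features, with 1 and 3 at an unadjusted p under 0.05 in ΔPeak1 and ΔPeak2.

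**Figure D4:**
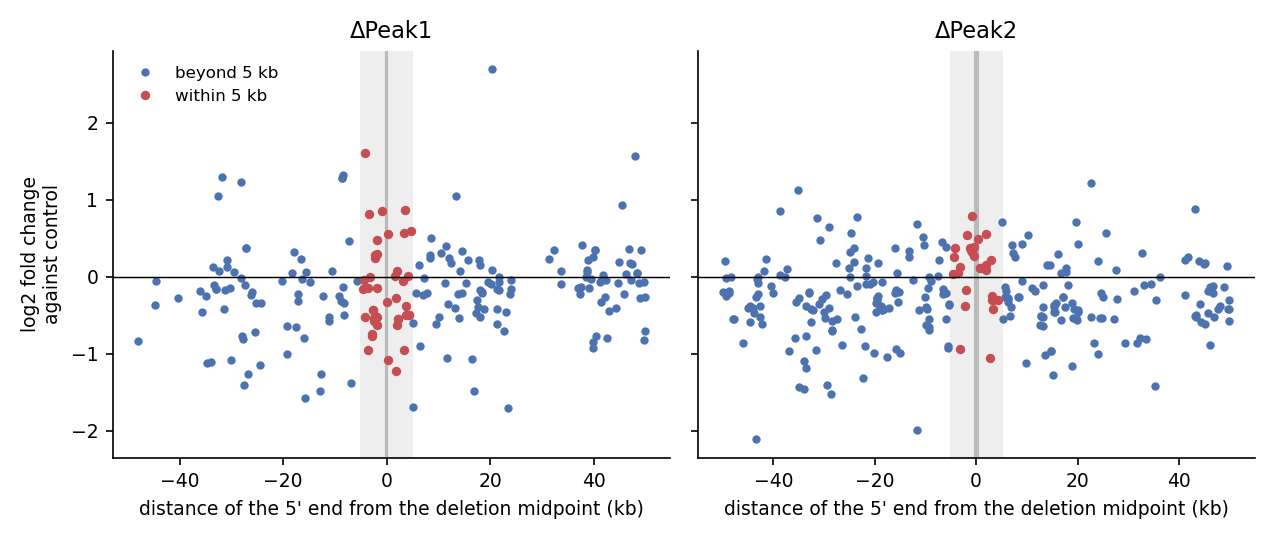
Log2 fold change of tested type I piRNA loci against the distance of their 5′ end from the midpoint of each deletion (kb), with loci within 5 kb in red and the deleted interval in dark grey. The median within 5 kb was -0.31 in ΔPeak1 and 0.12 in ΔPeak2, and 0 loci within 5 kb passed the threshold in either strain.

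Of 12163 siRNA target genes, 41 changed in ΔPeak1 (23 lower, 18 higher) and 75 in ΔPeak2 (59 lower, 16 higher). The ΔPeak2 split depended on the scaling, with 33 lower and 17 higher under TMM and 137 and 10 scaled to miRNA reads. With a replicate block it was 16 and 5. The lowest in ΔPeak1 by the naming rule were ZC123.4 (log2 fold change -2.48), C09G5.7 (-2.47) and rgs-4 (-2.46), and the highest were B0513.4 (2.44), C02F5.10 (2.30, with fractional counts) and T10B11.5 (2.24). In ΔPeak2 they were T05G5.4 (-3.13), tag-344 (-2.96) and ndx-2 (-2.67), and arl-13 (1.95), gcy-35 (1.89) and fezf-1 (1.85). Of 219 miRNAs, 0 changed in ΔPeak1, with 15 at an unadjusted p under 0.05. In ΔPeak2 1 changed, miR-81-3p, from 28521 ± 2638 to 14195 ± 3495 (SD, n = 2, edgeR adjusted p 0.0255), and under TMM scaling 0 changed, with 36 at an unadjusted p under 0.05.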

Values the study reported

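The paper gives a 29-fold decrease of type I piRNAs after loss of ATTF-6 and describes a modest rise of type II piRNAs. For type I csRNAs it gives a 120-fold decrease, and describes the effect on those of type II as modest. In the strains that lack a binding site, it describes no significant change of piRNAs, either across the genome or next to the deleted sites. It shows this as scatterplots with fold-change lines and describes no test per locus. That criterion is unlike the adjusted p-values used above.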

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

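The classes of reads examined here were those other than piRNAs, miRNAs and siRNAs. They include the csRNAs of the PIR-1 libraries, which were already compared above after depletion. The search was for cases in which both depleted, or both deletion, libraries lay above both controls. Chance alone puts 16.7% of classes there, or 1.67 of 10. After depletion 4 of 10 classes did so, in ΔPeak1 2 of 10, and in ΔPeak2 0 of 10. This looked for rises alone. Falls were counted afterwards, with the same share by chance, and both libraries lay below both controls in 4 of 10 classes after depletion (csRNAs of both types, 26G siRNAs and scRNAs), 2 of 10 in ΔPeak1 and 4 of 10 in ΔPeak2. The largest fall in the deletion strains was that of risiRNA reads, antisense to ribosomal RNA, from 7.27 and 8.02 in the controls to 5.05 and 5.66 in ΔPeak1 (log2 ratio -0.51) and to 4.03 and 3.49 in ΔPeak2 (log2 ratio -1.02). These are 37 and 32 counts in the controls and 18 and 16 in ΔPeak2, and no cause was tested. None of these differences can pass the permutation test, since its smallest p with 2 against 2 libraries is 0.333. All tests in this part were chosen after the differences were seen.

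After depletion ncRNA reads were higher, with normalised counts of 686929 and 690926 in the controls and 906689 and 913355 after depletion (log2 ratio 0.40). Relative to miRNA reads the libraries stayed apart with a ratio of 0.19, which argues against the denominator as the whole cause. The 10 features with most reads held 92.8% of the rise, so a few abundant RNAs may account for it. risiRNA reads went from 14.1 and 26.7 to 44.2 and 36.3 (log2 ratio 0.98), and relative to miRNA reads the ratio was 0.78 with the libraries still apart. These are few reads, the control values lie further apart than the closest control and depleted values do, and no further cause was tested.

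snoRNA reads went from 7959 and 10444 to 12911 and 12085 (log2 ratio 0.44). tRNA reads went from 55465 and 60406 to 65291 and 65785 (log2 ratio 0.18). Relative to miRNA reads the libraries of both classes overlapped, with ratios of 0.24 and -0.031, so the scaling may account for the tRNA difference and for part of the snoRNA difference. The 10 features with most reads held 42.5% of the snoRNA rise and 27.1% of the tRNA rise, so they did not hold most of either. Features were picked by reads and not by rise, so a few others as the source stay open. An effect of ATTF-6 loss on these classes stays open and was not tested.

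In ΔPeak1, 26G siRNA reads went from 33960 and 38175 to 39819 and 38933 (log2 ratio 0.13). Type II csRNA reads in the PIR-1 libraries went from 3063 and 3073 to 3344 and 3202 (log2 ratio 0.093). Relative to miRNA reads the ratios were 0.12 and 0.088 and the libraries overlapped. The miRNA reads themselves overlapped between these groups, with a log2 ratio of 0.0067, so the rescaling left both ratios nearly unchanged. Scaling and a change in these classes therefore cannot be told apart here. The number of such classes, 2 of 10, was close to the 1.67 that chance gives.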

How the results depend on the processing

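Of the 195 values that the alternatives gave for the comparisons, 142 kept the direction and the side of the threshold or stayed within the replicate spread or 1.5 times the count. The others were 2 weaker, 4 stronger, 37 moved and 10 reversed. Unless a reason is given, the cause was not tested. The fall of type I piRNAs, its count of lower loci and the cluster difference kept their direction under every alternative run for them.

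Normalisation to miRNA reads gave log2 ratios of -5.08 for type I and 0.45 for type II piRNAs after depletion, and of -7.67 for type I and -1.19 for type II csRNAs. CIP-TAP treatment enriches capped RNAs, and miRNAs held 2.28% and 5.43% of the counts in the control and depleted CIP-TAP libraries. They are therefore a weak reference for the csRNA ratios. Alternatives chosen after seeing the data gave -6.42 and 0.062 for these csRNAs per summed counts, and 0.96 for type II piRNAs without let-7a and 2.09 also without 21ur.type2-1, which fell out by construction. Per-locus fits scaled to miRNA reads, also chosen later, called 162 piRNA loci, 147 siRNA target genes and 3 miRNAs in ΔPeak2. They gave medians of -0.13 (camera p 0.0461) for histone siRNAs and -0.067 (camera p 0.0132) for the ΔPeak2 window. This scaling moves all features alike, so the signs of these medians turned with it. With the preset correlation the ΔPeak2 window stayed high relative to all features. The histone set, with a camera p of 0.0527 as reported, passed the threshold under this scaling, as it did under TMM scaling and with a replicate block. With an estimated correlation the p-values under it were 0.619 for the histone set and 0.509 for the window.

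TMM scaling called 190 miRNAs after depletion, and in ΔPeak2 3 piRNA loci and 0 miRNAs (36 at an unadjusted p under 0.05). It gave a histone siRNA median of 1.20 (camera p 0.0197, or 0.433 with an estimated correlation). DESeq2 called 158 miRNAs and 40 lower type II loci after depletion, 70 siRNA target genes in ΔPeak1, and 23 piRNA loci and 6 miRNAs in ΔPeak2. Without a filter, which adds features near the floor, 45 piRNA loci, 105 siRNA target genes and 5 miRNAs were called in ΔPeak1, and 325, 186 and 25 in ΔPeak2. The histone median was then -0.033 (camera p 0.115) and that of the ΔPeak1 window -0.47 (camera p 0.00442, or 0.311 with an estimated correlation). The stricter filter, which tests fewer features, left 5 type I loci higher, 566 type II loci higher and 31 lower, with a histone median of -0.033 (camera p 0.0619). A fit over all 10 PIR-1 libraries called 2 piRNA loci in ΔPeak1, and 51 piRNA loci and 3 miRNAs in ΔPeak2. Adjustment within a class called 0 piRNA loci (1260 at an unadjusted p under 0.05) and 4 miRNAs in ΔPeak2, and 66 siRNA target genes in ΔPeak1. The 50 kb window gave -0.16 (camera p 0.0129, or 0.600 with an estimated correlation) for ΔPeak1 and -0.27 (camera p 0.161) for ΔPeak2. The test fry, against no change, left the ΔPeak2 window, at 0.12, short of the threshold (p 0.729), and so did camera with an estimated correlation (p 0.423), which was chosen later. The alternatives for siRNAs and miRNAs of the deletion strains were chosen after seeing the data.

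Fits that each left out 1 of the 4 libraries gave log2 ratios of -0.26 to 0.015 for type I piRNAs in ΔPeak1, and medians of -0.29 to 0.30 for histone siRNAs, -0.77 to 0.036 for the ΔPeak1 window and 0.085 to 0.16 for the ΔPeak2 window. They gave -4.99 to -4.74 for type I piRNAs after depletion, 0.56 to 0.76 for type II piRNAs and -2.36 to -2.03 for F52D4.1 in ΔPeak1. Such fits leave 1 library in a group, so no calls or p-values were taken from them.

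Libraries of equal number share only that number. The correlation of their deviations from the group means was 0.14 in the depletion experiment, and -0.05 and -0.04 between the deletion controls and ΔPeak1 and ΔPeak2. With a replicate block, 1 piRNA locus, 21 siRNA target genes and 0 miRNAs were called in ΔPeak2. The histone median with this block was 0.085 (camera p 0.0499, or 0.410 with an estimated correlation). 21ur-2883, 21ur-1120, 21ur-2199 and miR-81-3p were not called with the block.

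For single named features, alternatives chosen after seeing the data gave 348 values, of which 330 kept direction and side of the threshold, 9 were weaker, 2 stronger and 7 reversed. All 7 reversals lay near 0 before or after. TMM scaling gave 0.037 for the attf-6 26G siRNAs after depletion, 0.018 for 21ur-1496 in ΔPeak1, and 0.041 for 21ur-2675 and 0.00035 for the attf-6 siRNAs in ΔPeak2. For 21ur-1769 in ΔPeak1 the replicate block gave -0.0040 and scaling to miRNA reads -0.0050, and the latter gave -0.14 for 21ur-4606 in ΔPeak2.

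Depth limits the loci near the floor. In the depleted libraries 58.6% of the tested type I loci were there, so their folds are lower bounds, and so are those of the 930 type II loci at the floor in the controls. Single CIP-TAP libraries give no measure of the spread between animals.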

Other observations

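The tests in this part of the size of the type II total, of scaling, precursors and RNA fragments for the type II loci, of csRNA positions, of the PRG1 genes and of the correlation within windows were chosen, or their reading was set, only after the result was seen.

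The type II total was examined first. The let-7a entry held 0.993 to 0.997 times the reads of the let-7 miRNA entry in each of the 10 PIR-1 libraries, a ratio that could have varied between libraries. Reads of the let-7 miRNA may therefore make up that entry, which held 52.9% to 67.6% of the type II total in the depletion experiment. The rise of the remaining type II loci is a separate matter.

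For these remaining loci, tables argue against several technical causes of the rise. Relative to miRNA reads the sum still rose by a log2 ratio of 1.88, so the denominator does not account for it. The 10 loci with most reads held 8.25% of the rise. The median log2 fold change of 3051 structural RNA features was 0.12, against 2.98 for the type II loci, which argues against a rise of RNA fragments in general, although fragments of mRNAs alone were not tested. csRNA reads at the same loci changed by a log2 ratio of 0.16 in the PIR-1 libraries and -0.20 in the CIP-TAP libraries. In the PIR-1 libraries the highest depleted value was 1.25 times the lowest control value, while the piRNA reads rose at least 3.72-fold between the closest libraries. Over all the remaining loci the CIP-TAP log2 ratio was -0.18, or 0.31 per summed counts. No comparable rise of csRNA reads was seen. PIR-1 treatment does not enrich capped RNAs and the CIP-TAP libraries are single, so more precursor at these loci is not excluded. A biological difference between the strains, such as precursors being processed more often once type I precursors are scarce, is a hypothesis that the data may allow. It was not tested. The paper reports an atrophied germ line after this depletion, and whether that change in tissue accounts for the rise stays open as well. So do reads shared with overlapping features, since the authors' rule for piRNA reads, a single genomic place, excludes reads from other places only. Fractional counts were found at 0.148% of the loci called higher. The let-7a and let-7 miRNA entries held nearly equal counts in the PIR-1 libraries and may hold the same reads. Whole counts therefore do not exclude sharing.

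Type I loci outside chromosome IV kept most of their reads. The median log2 ratio of the 36 such loci with a mean of at least 0.5 in the controls was -0.60 with a pseudocount of 0.5. The highest median of 10000 lists of cluster loci matched on control abundance was -1.30, so low abundance does not account for it. Fractional counts were found at 5.56% of these loci, which for the reasons above leaves reads shared with overlapping features open. A difference in how these loci depend on ATTF-6 is a hypothesis that stays open, and so is a misassigned class, since reads of other transcripts at these places could be counted there.

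Type I csRNA reads fell 6.50-fold in the PIR-1 libraries and 120-fold in the CIP-TAP libraries. Loci outside the clusters held 7.93% of these reads in the control and 56.3% in the depleted PIR-1 libraries, which explains part of the gap. Within the clusters the fall was still 13.7-fold against 148-fold, so position does not account for all of it. In PIR-1 libraries piRNA reads with an imprecise 5′ end could be counted as csRNAs, which was not tested.

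Among WAGO siRNA target genes, those also named PRG1 in the tables had a median log2 fold change of -1.49 (954 genes) after depletion, against -1.43 for the 1566 without that name, a difference of -0.06 without matching. Lists of the latter matched on mean abundance over the 4 libraries had a median of -0.83 and none of 10000 was as low (lowest -1.17). Lists matched on control abundance, which were tried first, had a median of -1.22 and a lowest value of -1.48. The matching on all 4 libraries uses the depleted values themselves. Summed over genes, the siRNAs of WAGO genes with the PRG1 name fell from 224332 and 199128 to 147910 and 111612 (log2 ratio -0.71). Those of WAGO genes without it went from 196080 and 173760 to 201883 and 153161, which overlap (log2 ratio -0.059). Abundance is thus argued against as the source of the difference, whose size depended on the matching and on the summary. No biological explanation was tested.

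The piRNA loci within 5 kb of the ΔPeak2 interval were high relative to other features. Of 10000 random windows of that width in cluster II, 0.24% had a median as high. The correlation between members estimated in this window was 0.41, against a median of 0.22 over 7179 cluster II windows, of which 7.01% had one as high. With it camera gave a p of 0.423 (edgeR fit), so neighbouring loci that vary together and a rise at this place cannot be told apart. The same window in ΔPeak1, against the same control libraries, was higher than all but 4.67% of random windows, with a median of -0.01 against -0.16. Low values in the shared controls may therefore account for part of the pattern. Within 2 kb, 14 of 14 tested loci were higher, with a median of 0.35 (camera p 6.42e-06 with a preset and 0.163 with an estimated correlation, edgeR fit). An effect of the deletion stays open.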
